A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

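Tail DNA of 7 mice of 1 family of the strain C57BL/6J/Nrs, which the labels shorten to C57BL/6 (a sire, a dam and 5 F1 mice) was compared with DNA of a reference male mouse by array comparative genomic hybridization on a custom oligonucleotide array made for the first screening of the study. Each mouse was hybridized on 2 arrays, with the mouse in Cy5 on one and in Cy3 on the other. The 2 arrays of a mouse held the same DNA and were counted as 1 replicate, so that the 14 arrays gave 1 value per mouse. According to the study, tails of sires and F1 mice were taken at natural death and those of dams after weaning.

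The deposited scanner files hold the log10 ratio of the red over the green processed signal of each spot, and these ratios were made by the authors with Agilent Feature Extraction 10.7.1.1. Per the file headers, the intensity of each channel was background subtracted, spatially detrended and scaled by a linear dye normalization before the ratio was taken, and the median intensity of each spot and of its local background was kept beside it. The same files mark outlier, saturated and dim spots. A table of processed values deposited by the authors for the same arrays has no stated scale or direction. Set against the scanner files, its values were log2 ratios of reference over mouse on every array, with slopes between −0.997 and −0.991 against the mouse over reference ratio. Its column medians lay between −0.01 and 0.02, how it was centred stayed unknown, and 1885 positioned features were missing from it. Probe positions were those of build mm9 (NCBI37), as the scanner files give them. The reference annotation at hand was of a later build, so that no position was converted and no gene was named.

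The log10 ratios were multiplied to the log2 scale and turned to mouse over reference on every array, after the dyes in the labels. Spots marked as outliers were left out, between 115 and 220 per array, and replicate features of a probe were averaged. Each array was centred on the median of its autosomal probes, which moved it by at most 0.0213, and no loess or quantile step was applied. The 2 arrays of a mouse were then averaged. Positive probes were called by the thresholds of the study's methods. A probe was positive when its log2 ratio exceeded 0.8 in size on both arrays with the same sign, or when 2 adjacent probes exceeded 0.5 on both arrays with the same sign. The number of probes that passed the same thresholds with opposite signs on the 2 arrays was given beside it, since a true copy number difference keeps its sign in a dye swap. Dye bias that is alike on the 2 arrays adds to that number and not to the positive probes. The number is therefore no estimate of how many positive probes arise without a difference. The same rules were also applied to pairs of dye-swapped arrays from different mice, 12 pairs for each mouse, and again without the pairs of the dam with F1 mouse 4. These mice are relatives that share the reference and some differences, so that these numbers too are no value for no difference. Longer changes were looked for in windows of 5 consecutive probes whose median lay beyond 0.3 with the same sign on both arrays, and overlapping windows were merged.

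An F1 mouse's positive probe was called inherited when it was positive with the same sign in the sire or the dam, and a de novo candidate otherwise. Numbers of probes in the 5 F1 mice and in the 2 parents were compared by an exact permutation test over all 21 splits of the 7 mice, two-sided, which cannot give a p below 0.0476. The shares of inherited probes were set beside the share given by chance within 10 classes of probe brightness. The calling steps were tested on simulated changes of 1, 3 and 10 probes at 200 places in the data of each mouse. Values used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, plots used matplotlib 3.10.9, and the normexp alternative used R 4.3.3 with limma 3.58.1.

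Before the data were examined, the thresholds, the tests and the rule for naming regions were fixed. The rule took per parent the 5 regions with most adjacent positive probes, the 10 inherited regions with most probes, up to 10 windowed regions of 10 or more probes, the regions positive in all 7 mice, every de novo candidate region of 2 or more probes, and per F1 mouse the 3 strongest single-probe candidates. The de novo candidate regions were too many to name, so that those of 3 or more probes were named and the rest counted. That limit, the pairs of arrays from different mice, the numbers of regions of 3 or more probes, the region levels and the medians of whole chromosomes were chosen after values had been seen. The alternatives were single-probe thresholds of 0.7 and 1.0, no rule for adjacent probes, normexp background correction with an offset of 50, the authors' table, no centring, outlier spots kept, probes well above background on all arrays, other definitions of absence in a parent, other windows, and each F1 mouse left out in turn. Normexp was run on median signals in place of the mean signals planned, because no mean signal was among the columns used. Overlap with gene families, the antigen receptor loci and a correction for GC content needed gene positions or sequence in the build of the files, and were not run.

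The precision rests on the number of arrays and on probe brightness. Of the autosomal probes, 72.3% were well above background in both channels on all arrays. The spread of differences between neighbouring probes, per the file headers, lay between 0.26 and 0.53 on the log2 scale. It was highest on the array of F1 mouse 4 with the mouse in Cy3, followed by both arrays of the dam.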

Results

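Array comparative genomic hybridization lets 2 differently dyed DNA samples compete for the same probes, so that the log2 ratio at a probe follows the ratio of their copy numbers. Here the tail DNA of a sire, a dam and their 5 F1 mice was each set against DNA of 1 reference male mouse, labelled with the same strain, on a pair of arrays with exchanged dyes (14 arrays). The arrays held 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on the X chromosome and 23 on the Y chromosome. The series belongs to a study of offspring of males exposed to gamma rays at 20 mGy per day for 400 days. Its title describes such males and the labels name all 7 mice after the dose of 20 mGy, as the study names its irradiated group, whereas the design text calls this sire non-irradiated. The title and the names thus place the family in the irradiated group against 1 entry of the design text. No family of a non-irradiated sire was analysed here, and the effect of irradiation therefore had no comparison. All ratios are given as mouse over reference, and a mouse's value is the mean of its 2 arrays, with no further replicate.

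The sex-linked probes, which the study added to determine sex, separated the sire from the other 6 mice. The median log2 ratio over the X probes was 0.02 in the sire and 0.94 ± 0.05 (SD, n = 6) in the dam and the F1 mice, where 2 copies against 1 give 1. Over the Y probes it was 0.01 in the sire and −2.59 ± 0.29 (SD, n = 6) in the others. The dam and all 5 F1 mice thus had the X and Y levels of females against a male reference. At these known differences of dose, the rule for a single positive probe caught 41.7% ± 14.7 (SD, n = 6) of the X probes, from 20.6% in F1 mouse 3 to 54.4% in F1 mice 4 and 5, and none of the 68 in the sire. Simulated changes were called by the full rule, with its part for adjacent probes, and counted as found when at least 1 changed probe was called. They added the full log2 shift of −1 or 0.58 to both arrays. The full rule found 96.1% of losses of 1 copy over 3 probes but 24.7% of gains of 1 copy over 3 probes. Windows of 5 probes found 91.3% and 54.5% of them. Of changes of 1 probe, the full rule found 52.1% of losses and 4.5% of gains.

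A gain on chromosome 4, between positions 101104705 and 101276346 (78 probes), was the longest copy number difference by the windows and was present in both parents. The log2 ratio over it was 0.54 in the sire and 0.54 in the dam, 0.86 in F1 mouse 4 and 0.91 in F1 mouse 5, against −0.05, −0.02 and −0.03 in F1 mice 1, 2 and 3. In each mouse, the mean of every other window of 78 probes lay between −0.18 and 0.20. With 2 copies in the reference, these levels correspond to 2.91 and 2.90 copies in the sire and the dam, to 3.63 and 3.76 in F1 mice 4 and 5, and to 1.94 to 1.98 in the other F1 mice. The 2 arrays of each mouse gave close levels there, with 0.59 and 0.49 in the sire and 0.86 and 0.86 in F1 mouse 4. Normexp background correction lowered the levels in the carriers, to 0.40 in the sire and 0.70 in F1 mouse 4. Single probes of the gain often missed the thresholds in the parents, with 8 of 78 positive in the sire and 16 in the dam, against 55 in F1 mouse 4 and 67 in F1 mouse 5.

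**Figure D1:**
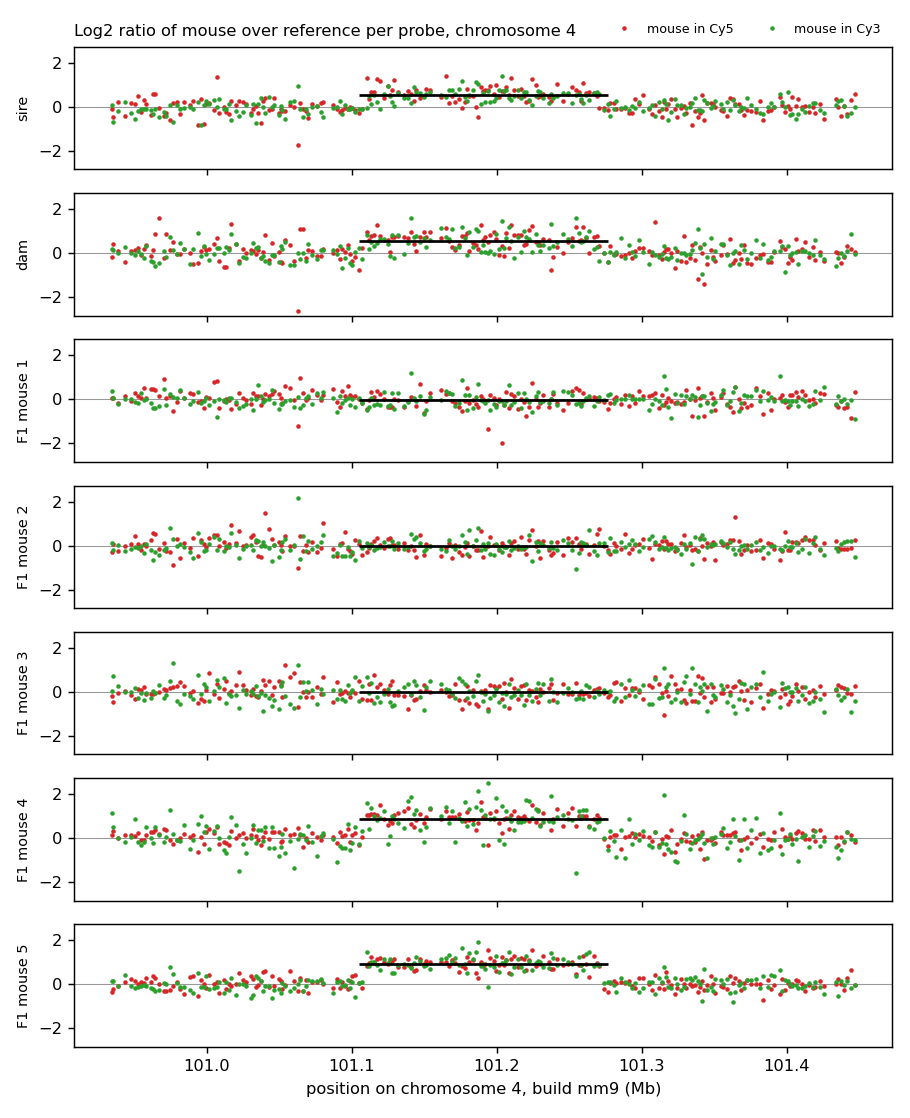
Log2 ratio of mouse over reference for each probe around the gain on chromosome 4 (y axis) against the position in Mb of build mm9 (x axis), 1 panel per mouse. Red and green points are the arrays with the mouse in Cy5 and in Cy3, and the black line is the mean over the region, which is 0.54 in both parents, 0.86 and 0.91 in F1 mice 4 and 5, and near 0 in F1 mice 1 to 3.

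A short gain on chromosome 2, between 70079530 and 70084238 (3 probes), was present in the sire and in F1 mice 1, 4 and 5. The log2 ratios were 3.28 in the sire and 3.35, 3.71 and 4.18 in F1 mice 1, 4 and 5, against 0.26 in the dam and −0.05 and −0.00 in F1 mice 2 and 3. The reference was not well above background at these probes on any array, nor were the dam and F1 mice 2 and 3. The ratios therefore give bounds, of at least 2.69-fold in the sire and at least 2.74-, 3.67- and 4.47-fold in F1 mice 1, 4 and 5. For such bounds the mouse's mean was set against the higher of the lowest well measured signal and the dim probe's own signal. Normexp, which leaves dim probes near 0, brought the sire's log2 ratio to 0.37. On chromosome 4, between 78453216 and 78512630 (20 probes), the level was −0.37 in the sire, −0.32 in F1 mouse 1 and −0.36 in F1 mouse 2, against −0.12 in the dam and −0.01, −0.10 and 0.01 in F1 mice 3, 4 and 5. In the sire and F1 mouse 2 it lay below every other window of 20 probes, and in F1 mouse 1 it lay within their range.

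Another set of differences ran the same way in the dam and all 5 F1 mice and was missing in the sire. On chromosome 3, between 25417435 and 25432738 (3 bright probes), the log2 ratio was −1.59 in the dam and from −1.81 to −1.65 in the F1 mice, against −0.07 in the sire. A single probe at 104241394 on chromosome 6 was at −3.43 in the dam and between −4.17 and −3.47 in the F1 mice, against −0.07 in the sire. A single probe at 132549431 on chromosome 3 was at −3.01 in the dam and between −3.33 and −2.83 in the F1 mice, against −0.09 in the sire. Smaller shifts ran the same way over longer stretches. On chromosome 8, between 102175029 and 102253497 (26 probes), the level was 0.22 in the dam and 0.23 to 0.33 in the F1 mice, against −0.05 in the sire, and the windows called it in the 5 F1 mice. On chromosome 14, between 61796836 and 61817686 (13 probes), it was −0.29 in the dam and −0.31 to −0.18 in the F1 mice, against 0.01 in the sire. Other windows of 13 probes reached lower levels in each mouse, and the windows called this region in the dam and F1 mice 1 to 4 but not in F1 mouse 5.

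**Figure D2:**
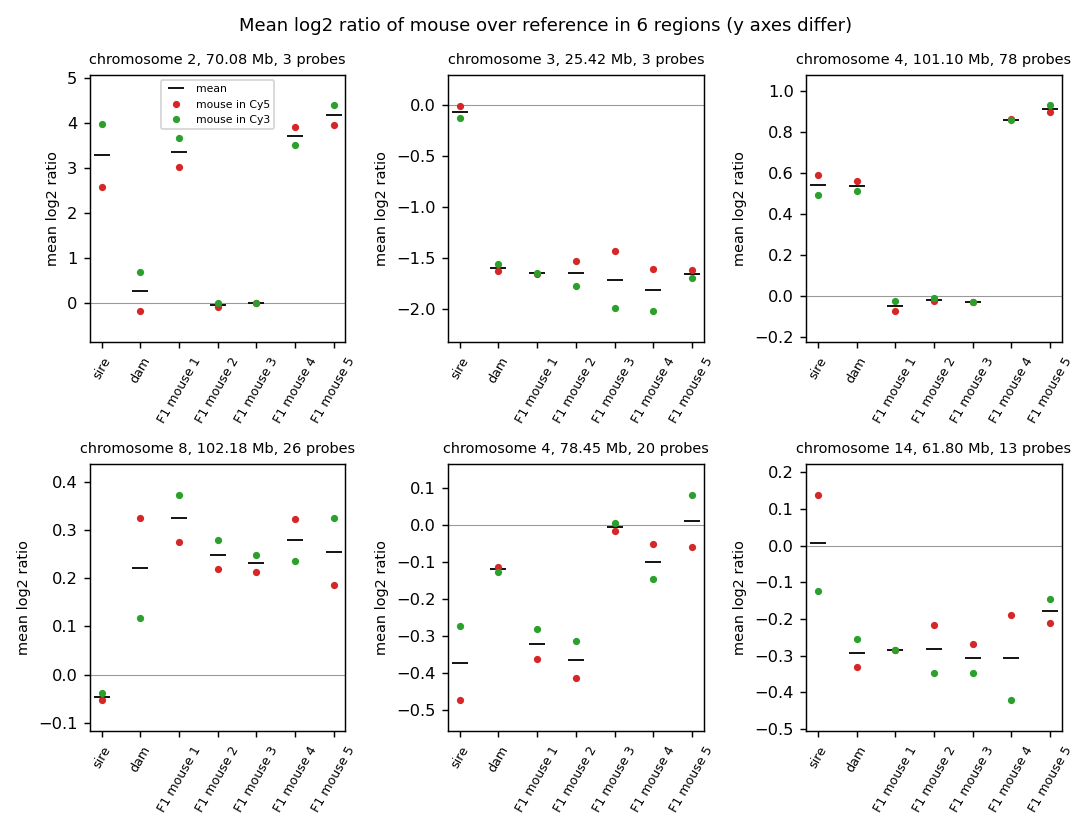
Mean log2 ratio of mouse over reference (y axes, which differ in range) in each mouse (x axes) for 6 regions whose level differed between family members. Black bars are the mean of the 2 arrays and points are the single arrays, and the chromosome 3 panel shows the dam and the 5 F1 mice between −1.81 and −1.59 with the sire at −0.07.

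Beyond these regions, most positive probes were scattered and dim. The sire had 772 positive probes (404 gains and 368 losses) and the dam 3294 (1720 and 1574). F1 mice 1 to 5 had 1051, 852, 712, 1695 and 390. In every mouse more probes passed the thresholds with opposite signs on the 2 arrays, from 1294 in F1 mouse 5 to 10718 in F1 mouse 3, a number that dye bias raises, since the 2 arrays of a mouse correlated at −0.48 (F1 mouse 3) to −0.01 (F1 mouse 4) across probes. Arrays of different mice, paired with the dyes swapped, gave a mean of 608 to 2197 positive probes per mouse over 12 pairs. The sire and F1 mice 1, 2, 3 and 5 had fewer positive probes than the mean of their pairs and the dam had more, while F1 mouse 4 had fewer than its mean of 2148 over all pairs but more than its mean of 1431 without the pairs with the dam. Between 64.8% (F1 mouse 4) and 93.1% (F1 mouse 3) of the positive probes were in the dimmest of 10 brightness classes of the array. Of the probes well above background in both channels on all arrays, 10 were positive in the sire, 58 in the dam and 27, 23, 23, 196 and 75 in F1 mice 1 to 5. Regions of 4 or more adjacent positive probes numbered 0 in the sire, 1 in the dam and 1, 0, 1, 8 and 5 in F1 mice 1 to 5. They were more than the mean of the pairs of different mice in 4 of the 7 mice, as were regions of 3 or more probes in 5 of 7, but carriers of the chromosome 4 gain share such regions in those pairs. Windowed regions behaved like single probes, with 746 in the sire, 4277 in the dam and 120 to 3054 in the F1 mice, fewer than the mean of the pairs of different mice in the same 5 mice, with F1 mouse 4 again between its 2 means of 3205 and 2286.

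**Figure D3:**
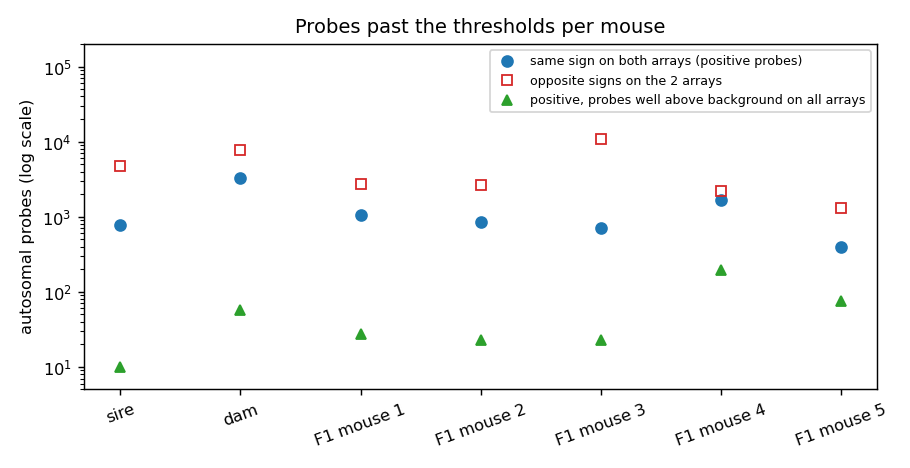
Number of autosomal probes past the thresholds (y axis, log scale) in each mouse (x axis). Circles are probes with the same sign on both arrays, open squares probes with opposite signs and triangles positive probes among those well above background on all arrays, and the squares lie above the circles in all 7 mice.

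Several named regions were positive over their whole length in 1 parent. In the sire, these were pairs of dim probes, a gain at 139217596 on chromosome 4 and losses at 70038564 on chromosome 1 and at 87769182 on chromosome 13, for which no level is given because the mouse or the reference was not well above background at most of the spots. In the dam, these were sets of 3 probes at 151546703 on chromosome 2 (−0.93), at 42930395 on chromosome 5 (−0.84) and at 14095388 on chromosome 12 (−0.79), where the dam was well above background at no more than 66.7% of the spots in each, and normexp brought the first to −0.14. The 3 regions of the dam held no positive probe in any F1 mouse. Of the sire's, the chromosome 13 pair also held 1 lost probe in the dam and in F1 mouse 2, the chromosome 1 pair 1 lost probe in F1 mouse 3 and 1 gained probe in F1 mouse 1, and the chromosome 4 pair no positive probe in another mouse. A loss of 2 probes between 65542917 and 65544161 on chromosome 1 was at −0.80 in the dam and −0.64 in F1 mouse 1, and lay between −0.08 and 0.32 in the other mice. Among the longest windowed regions, the rest were seen in the dam or F1 mouse 4 alone or in both. Examples were −0.39 at 81368857 on chromosome 7 (11 probes) in F1 mouse 4, 0.26 at 125118478 on chromosome 8 (12 probes) in the dam, and −0.27 at 19827002 on chromosome 6 and at 73610245 on chromosome 4 (12 probes each) in the dam. Regions at 42784177 on chromosome 10 (13 probes, −0.19 in the dam) and at 138357529 on chromosome 4 (12 probes, 0.13 in F1 mouse 4) had smaller means.

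Transmission was followed over the regions that were positive in 1 of the 2 parents. Of 739 regions of the sire alone, 707 were positive in no F1 mouse, 29 in 1, and 1 each in 2, 3 and 5 F1 mice. Of 3111 regions of the dam alone, 2988 were positive in no F1 mouse, 102 in 1, 9 in 2, 3 in 4 and 9 in all 5. An F1 mouse was positive at 1.06% of the sire's regions and at 1.14% of the dam's, against 0.974% and 0.315% with the opposite sign to the parent. With probes well above background on all arrays alone, the share over both parents was 23.8% in place of 1.12%. Of the regions of 3 or more probes, both of the sire's were positive in F1 mice, the chromosome 2 gain in 3 and a part of the chromosome 4 gain in 2. The dam carried that part too, at 0.58, with no probe past the thresholds. It was thus counted to the sire alone only by the rule. Of the dam's 5, the chromosome 3 loss was positive in all 5 F1 mice and the others in none. Leaving out 11 losses that the dam shared with all 5 F1 mice brought the share over both parents to 0.890%, and to 7.91% ± 4.82 (SD, n = 5) with the well measured probes alone.

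The inherited share of the positive probes was small in the F1 mice, at 6.30% ± 2.85 (SD, n = 5), and lay above the 1.09% to 1.52% that chance gave within classes of brightness. It was 4.95%, 5.99%, 4.92%, 4.37% and 11.3% in F1 mice 1 to 5. Of the inherited probes, 35 to 74 per mouse, 11 in each mouse were these losses, which the sire lacked. Without these 11 the share was 4.91% ± 2.18 (SD, n = 5), against 1.09% to 1.54% by chance. The reference DNA was common to all arrays, which can add to the overlap between mice. So can the profile that the dam shared with F1 mouse 4 and in part with F1 mouse 1, described below. Per F1 mouse, 29 to 61 inherited probes were shared with the dam and 6 to 15 with the sire. Between 9 and 21 positive probes per F1 mouse were positive in a parent with the other sign. Without the 11 losses, 24 to 63 were positive with the same sign. Regions positive in a parent and in at least 1 F1 mouse numbered 157, of which 8 had 2 or more probes. Of the 10 with most probes, 5 lay inside the chromosome 4 gain, and the others were the chromosome 2 gain, the chromosome 3 losses, the chromosome 6 probe and the chromosome 1 loss given above. No probe was positive in all 7 mice, under any setting, and 12 probes were positive in 6. The share depended on the probes used, and over probes well above background on all arrays it was 41.5%, or 15.4% ± 8.51 (SD, n = 5) without the 11 losses.

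De novo candidates, the positive probes of an F1 mouse that were not positive with the same sign in a parent, numbered 999, 801, 677, 1621 and 346 in F1 mice 1 to 5 (mean 889 ± 473, SD, n = 5), with 21, 20, 19, 13 and 9 of them positive in a parent with the other sign. Of the candidates, 85.2% ± 12.02 (SD, n = 5) were in the dimmest of the 10 brightness classes. With probes well above background on all arrays alone, the mean was 51.2 ± 69.6 (SD, n = 5). Of the candidates called over all probes, 17, 10, 11, 206 and 47 in F1 mice 1 to 5 were at such probes, with most in F1 mouse 4. Candidate regions of 2 or more probes numbered 23, 17, 11, 114 and 10, and those of 3 or more probes 0, 0, 0, 7 and 8. All 8 such regions of F1 mouse 5 and 6 of the 7 of F1 mouse 4 lay inside the chromosome 4 gain that both parents carried. The longest was between 101212073 and 101251872 (18 probes) in F1 mouse 5, at 0.99 there against 0.55 in the sire and 0.49 in the dam. In all, 40 candidates of F1 mouse 4 and 47 of F1 mouse 5 lay inside that gain. The remaining region was a loss on chromosome 1 between 72741009 and 72744475 (3 probes) in F1 mouse 4, at −0.60, against 0.06 in the sire, 0.10 in the dam, −0.32 in F1 mouse 1 and −0.29 in F1 mouse 2.

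By the fixed rule, 3 single-probe candidates per F1 mouse were named. A loss at 10661601 on chromosome 15 in F1 mouse 4 had a measured log2 ratio of −3.25, with the other 6 mice between −0.46 and 0.12, but the mouse was above background there on 1 of its 2 arrays, so that the size of the loss is uncertain. At the other candidates, the mouse or the reference was not well above background, so that at most bounds hold beside the measured ratios. In F1 mouse 1, gains stood at 57976817 on chromosome 4 (at least 1.14-fold above the reference), at 118315168 on chromosome 12 (at least 1.43-fold) and at 60843809 on chromosome 18 (no bound). All 3 were candidates in F1 mouse 4 as well (at least 1.89-, 1.21- and 1.46-fold), and the first also in F1 mouse 2, while the sire was called as a loss at the first. In F1 mouse 2, losses stood at 42665899 on chromosome 19 and at 54056389 on chromosome 9 (measured log2 ratios −2.15 and −1.91), with the reference at least 1.28-fold and at least 1.40-fold above the mouse, and a gain at 30580177 on chromosome 7 (at least 1.05-fold). In F1 mouse 3, gains stood at 53541112 and 65129045 on chromosome 15 (at least 1.18- and 1.13-fold) and at 30227133 on chromosome 3 (no bound), the last also positive in F1 mouse 2. In F1 mouse 4, a gain at 51799825 on chromosome 17 (at least 1.90-fold) was also positive in F1 mouse 1 (at least 1.71-fold), with bounds of 1.29- and 1.30-fold in F1 mice 2 and 3, which were not positive. A gain at 56887926 on chromosome 19 was positive in F1 mice 1 to 4 (at least 1.22-, 1.21-, 1.26- and 1.69-fold). In F1 mouse 5, a gain stood at 4653261 on chromosome 12 (measured log2 ratio 1.88, at least 1.48-fold), and losses at 126181197 on chromosome 6 (the reference at least 1.12-fold above the mouse) and at 23475689 on chromosome 10 (no bound). All of these probes except that at 10661601 were in the dimmest brightness class.

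The F1 mice did not carry detectably more positive probes than their parents. The number was 940 ± 486 (SD, n = 5) in the F1 mice and 2033 (n = 2) in the parents, a difference of −1093 (exact permutation test, two-sided, p = 0.190, 21 splits, smallest possible p 0.0476). Probes positive in 1 mouse alone numbered 760 ± 434 (SD, n = 5) and 1869.5 (n = 2), a difference of −1109 (exact permutation test, p = 0.190). Parents and F1 mice were scanned on different days, so that generation and scan day could not be told apart. With probes well above background alone, the difference turned to 34.8 more in the F1 mice (exact permutation test, p = 0.619). It rested largely on F1 mouse 4, with 196 such positive probes against 23 to 75 in the other F1 mice and 10 and 58 in the parents. With normexp it turned to 21.6 more in the F1 mice (exact permutation test, p = 0.476). Without the dam and F1 mouse 4 it was −20.8, which leaves 1 parent and no test.

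The medians of whole autosomes were close to 0, with 2 exceptions in F1 mouse 1. There the median log2 ratio was 0.03 over chromosome 15 and 0.03 over chromosome 17, at 0.0278 and 0.0297, while the other 131 medians lay between −0.00494 and 0.00934. Both arrays of this mouse gave the shift, with 0.0260 and 0.0296 for chromosome 15 and 0.0357 and 0.0236 for chromosome 17. These medians were looked at only after the other results had been seen.

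**Figure D4:**
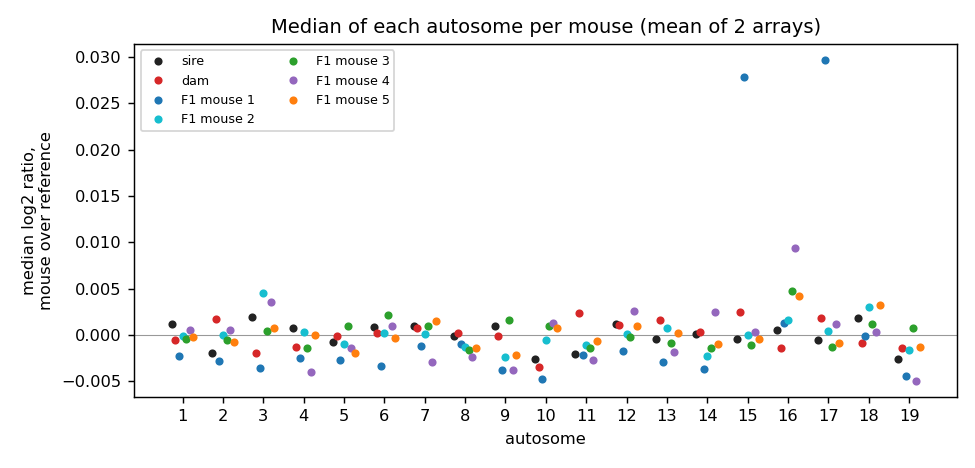
Median log2 ratio of mouse over reference over each autosome (y axis) against the chromosome (x axis), 1 symbol per mouse. Chromosomes 15 and 17 of F1 mouse 1 lie at 0.0278 and 0.0297, and all other points between −0.00494 and 0.00934.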

Values the study reported

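The study analysed many such families and reported array probes about 2 kb apart, called at log2 ratio thresholds of 0.8 for a single probe and 0.5 for adjacent probes. After a second array and quantitative PCR, it reported de novo deletions in 7.1% of the F1 mice of non-irradiated sires (11 of 156) and in 20.4% of those of irradiated sires (29 of 142), a 2.9-fold difference. For deletions with at least a pair of positive probes on the first array, the shares were 5.1% (8 of 156) and 15.5% (22 of 142). It counted 11 deletions and 3 duplications in the non-irradiated group, against 31 deletions and 1 duplication in the irradiated group. These counts leave out a few F1 mice of both groups with larger numbers of small deletions, which the study listed apart. Going by the labels, no F1 mouse of the family analysed here is in the study's lists of de novo changes that passed quantitative PCR. The de novo candidates given above rest on the first array alone.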

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

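In this part, the tests on the losses shared by the dam and the F1 mice, the removal of the dye profile, and the tests of dye bias and of normalization for chromosomes 15 and 17, were chosen after the result was seen. Of 48 values compared over the 5 F1 mice, 6 stood far from the other 4. Chance would give about 2.4 if the values were independent. Several of them overlap, such as the regions inside the chromosome 4 gain, and the regions were chosen from these same data. No excess over chance can therefore be read from this number.

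Chromosomes 15 and 17 of F1 mouse 1 stood apart from the other F1 mice, with medians of 0.0278 and 0.0297 against at most 0.00115 in the others. All 21 bins of 5 Mb on chromosome 15 and all 19 on chromosome 17 were above 0.01, against 0.659% of 455 bins on its other chromosomes. Dye bias would turn the sign between arrays, but the lowest of the 4 array medians was 0.0236, and probe brightness was argued against by a shift of at least 0.0313 against probes of the same brightness. Against the scanner software's normalization as the cause, normexp kept at least 55.5% of the shift, where it kept 49.2% of the X level. As a hypothesis, the shift may come from 1 more copy of each chromosome in part of the tail cells, by arithmetic 3.89% and 4.15%, and this biological explanation was not tested.

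F1 mouse 4 had 3054 windowed regions, far from the 120 to 809 of the other F1 mice, and the dam had 4277. The spread of differences between neighbouring probes was highest on the array of F1 mouse 4 with the mouse in Cy3 (0.53). The dam's arrays came next (0.38 and 0.40), while the other array of F1 mouse 4 was at 0.26. The part of this noise in the numbers of regions and in the profile below was not tested. These 2 mice shared a profile over all autosomal probes, with r = 0.42 across probes, which are not independent replicates, and F1 mouse 1 shared it in part (r = 0.24 with F1 mouse 4 and 0.18 with the dam), as did F1 mouse 2 with F1 mouse 4 (r = 0.12). Differences passed from the dam would span neighbouring probes, but the dam's value correlated with that of F1 mouse 4 at the next probe with r = 0.00202, and dim probes are argued against by r = 0.51 (0.511) over probes well above background. Dye bias that follows the dye profile of the other 5 mice is argued against, since r was 0.421 after that profile was removed. The removal lowered the r of the arrays with the mouse in Cy5 from 0.36 to 0.19. That of the arrays with the mouse in Cy3 fell only from 0.38 to 0.28, so that dye bias was not shown to be removed in full. Dye bias particular to these arrays would bring arrays of opposite orientation to a negative r or near 0. The 2 combinations gave r = −0.197 and 0.149, and 0.0261 and 0.342 after the same removal. A profile of the DNA would also repeat on both arrays of a mouse. The 2 arrays of the dam correlated at r = −0.143, and at 0.0453 after the removal. Those of F1 mouse 4 correlated at −0.0123, and at 0.197 after it. Little of the dam's profile thus repeated on its own 2 arrays. With 1 combination near 0 as well, such bias cannot be told apart. No biological explanation other than inheritance was tested for this profile.

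The losses that the dam and the F1 mice shared and the sire lacked were studied at 8 probes, outside the dimmest brightness class, where both arrays of the dam were below −1.5. At 7 of the 8 probes the F1 mean was below −1.5, which argues against an autosomal loss passed from the dam, since the sire's copy would hold an F1 mouse near −1, and 7 of the 8 had an F1 mean below −0.5, which argues against noise of the dam's arrays. At 6 of the 8 the F1 mean was close to the dam's (at least 0.8 and at most 1.16 times), consistent with sequence shared with the Y chromosome, which the dam and the F1 mice lack. This stays a hypothesis, because the probes' sequences were not compared with a genome. Over all 11 probes lost in this way, at 9 places on 7 chromosomes, the median ratio of the F1 mean to the dam was 0.973.

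F1 mouse 3 stood apart with 10718 probes past the thresholds with opposite signs on its 2 arrays, which correlated at −0.48, against 1294 to 2714 in the other F1 mice. F1 mouse 5 stood apart with an inherited share of 11.3%, against 4.37% to 5.99% in the others. Its 390 positive probes were the fewest of any mouse. Of these, 67 lay in the chromosome 4 gain, where 47 counted as candidates and the rest as inherited. Without the rule for adjacent probes, the share over the F1 mice was 5.35% ± 1.12 (SD, n = 5). At the chromosome 14 region between 61796836 and 61817686, F1 mouse 5 stood apart at −0.18, against −0.31 to −0.28 in the others. Among 36 probes on sequence not placed on a chromosome, which entered no comparison, 1 was positive in the dam and none in the other mice.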

How the results depend on the processing

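The alternatives for regions of 3 or more probes, for region levels and chromosome medians, for scan days, without the losses shared by the dam and all F1 mice, and without the dam and F1 mouse 4 were chosen after the data were seen. Probe numbers rested on dim probes. Positive probes per mouse (mean 1252) were 2181 at a threshold of 0.7, 483 at 1.0, 31.4 with normexp, 58.9 over probes well above background on all arrays, and 755 without the dam and F1 mouse 4. De novo candidates (889) were 1554, 344, 22.8 and 51.2 under the first 4 of these, and 344 when each parent's mean had to lie within 0.4 of 0. The inherited share (6.30%) was 4.91% without the shared losses, 64.4% with normexp, 41.5% over well measured probes (15.4% without the shared losses), 42.3% with the parent limit of 0.4 and 27.2% with a distance of 0.5 from each parent. Transmission (1.12%) was 44.3% with normexp and 23.8% over well measured probes (7.91% without the shared losses), and regions of 3 or more probes (4.57) were 3 and 2.29. The difference between F1 mice and parents reversed to 21.6 with normexp and 34.8 over well measured probes, and that of probes positive in 1 mouse alone to 3.90 (exact p = 1) and 14.4 (exact p = 0.857). The reversed difference in positive probes rested largely on F1 mice 4 and 5 with normexp (73 and 71 probes) and on F1 mouse 4 over well measured probes (196). Normexp compresses ratios, as the X level of 0.46 in place of 0.94 shows. The filter on dim probes also removes losses that bring the mouse near background. Windowed regions (1463) were 47.3 with windows of 10 probes, 193 at a threshold of 0.4 and 34.4 with normexp.

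The authors' table left each of these values within its spread or within 1.5 times, and so did no centring, no rule for adjacent probes and outlier spots kept, which were not run for the windowed regions and the X level. The differences from the parents kept their sign under these settings. Leaving out each F1 mouse in turn gave 706 to 1025 candidates, an inherited share of 5.05% to 6.78%, and differences from the parents of −1282 to −956. Of 27 region levels, 19 moved with normexp, while of 81 under the authors' table, no centring and outlier spots kept, 3 moved, and none reversed. The medians of chromosomes 15 and 17 of F1 mouse 1 moved with normexp, and that of chromosome 15 without centring, in 3 of the 10 values. No paired analysis was possible because the 7 mice each have a single DNA sample and the groups share no numbered partners. A shuffle of whole scan days allows 3 splits, too few for a test. Gene family overlap, antigen receptor loci and GC correction were not run. Low signal over background limits the single-probe results.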

Other observations

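No test in this part was planned, and the values were looked at after the comparisons had been made. At the chromosome 4 gain between 101104705 and 101276346, no F1 mouse lay near the level of the parents. F1 mice 4 and 5, at 0.86 and 0.91, were close to the value of 1 for 4 copies, the parents at 0.54 were close to the 0.58 of 3 copies, and F1 mice 1 to 3 were near 0. The gain also shows how a family analysis by probe thresholds can count a parental difference as a candidate, since 47 of the 67 positive probes of F1 mouse 5 there counted as candidates.

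Losses and gains of 1 parent were also counted probe by probe, as single probes beyond 0.8 on both arrays of that parent with the other parent's mean within 0.4 of 0. Of 1155 such gains of the dam, none was shared by more than 1 F1 mouse, whereas 11 of the dam's 1158 losses were shared by all 5 F1 mice. Of 219 such gains of the sire, 2 were shared by 3 F1 mice, and of 212 losses none was shared by more than 1. Few gains of 1 copy pass a cut-off of 0.8, as the simulated changes of 1 probe show, with 4.5% of gains and 52.1% of losses found. The cut-off may therefore hide shared gains of 1 copy. The 11 losses lay between −3.43 and −1.27 in the dam, beyond the −1 of a loss of 1 copy. The simulated changes thus do not describe them. They are the losses treated above, for which sequence shared with the Y chromosome stays a hypothesis. A gain at 95503685 on chromosome 12, a candidate region of F1 mouse 5, was at 0.54 in the dam, 0.44 to 0.73 in the F1 mice and −0.15 in the sire.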
